# A revised model for promoter competition based on multi-way chromatin interactions at the α-globin locus

**DOI:** 10.1038/s41467-019-13404-x

**Published:** 2019-11-27

**Authors:** A. Marieke Oudelaar, Caroline L. Harrold, Lars L. P. Hanssen, Jelena M. Telenius, Douglas R. Higgs, Jim R. Hughes

**Keywords:** Erythropoiesis, Gene regulation, Chromatin structure, Nuclear organization, Transcriptional regulatory elements

## Abstract

Specific communication between gene promoters and enhancers is critical for accurate regulation of gene expression. However, it remains unclear how specific interactions between multiple regulatory elements contained within a single chromatin domain are coordinated. Recent technological advances which can detect multi-way chromatin interactions at single alleles can provide insights into how multiple regulatory elements cooperate or compete for transcriptional activation. Here, we use such an approach to investigate how interactions of the α-globin enhancers are distributed between multiple promoters in a mouse model in which the α-globin domain is extended to include several additional genes. Our data show that gene promoters do not form mutually exclusive interactions with enhancers, but all interact simultaneously in a single complex. These findings suggest that promoters do not structurally compete for interactions with enhancers, but form a regulatory hub structure, which is consistent with recent models of transcriptional activation occurring in non-membrane bound nuclear compartments.

## Abstract (web summary)

The coordination of interactions between multiple regulatory elements and genes within a chromatin domain remains poorly understood. Here, the authors use a method to detect multi-way chromatin interactions in a mouse model in which the α-globin domain is extended to include several additional genes, finding that the promoters do not form mutually exclusive interactions with the enhancers, but all interact simultaneously in a single complex.

## Introduction

An important question in current biology concerns the mechanisms by which genes are switched on and off during differentiation and development. Ultimately this is determined by interaction of the three fundamental regulatory elements of the genome: enhancers, promoters, and boundary elements. The activity of these elements is closely related to the three-dimensional structure of the genome. Mammalian genomes are organized in topologically associating domains (TADs), which are self-interacting regions of chromatin, usually between 100 kb and 1 Mb in size (reviewed in refs. ^1,2^). The boundaries of TADs are often delineated by binding motifs for insulator proteins including CCCTC-binding factor (CTCF) and the promoters of actively transcribed genes^3,4^. There is increasing evidence that TADs are formed by a process of active extrusion of chromatin loops which is limited by these boundary elements^5–7^.

Specific interactions between regulatory elements appear to occur most frequently within TADs. For example, enhancers preferentially interact with gene promoters in the same TAD^8^ and disruption of TAD boundaries results in promiscuous enhancer–promoter interactions and disrupted gene activity^9–13^. However, it is not clear how specificity between multiple enhancer elements and promoters contained within a single TAD is regulated. Enhancers often exert different effects on what appear to be equally accessible genes within individual TADs. It has been proposed that enhancer-driven transcription from different promoters within a TAD is dependent on distance, orientation, or affinity of the enhancers with respect to the specific promoters^14,15^. Previous studies have suggested that enhancers may only interact with one accessible promoter at a time. This has led to a model in which the pattern of gene expression within a TAD containing multiple genes is determined by competition between promoters for limited access to shared enhancers. Based on this model, it has been proposed that co-expression of multiple genes regulated by shared enhancers in a single TAD results from rapidly alternating interactions of these genes with the enhancers in a flip–flop mechanism^16,17^.

However, it has also been proposed that transcription of multiple genes might be coordinated within transcription factories^18^. Moreover, recent evidence suggests that transcriptional activation takes place in nuclear condensates, which contain a high concentration of transcription factors, co-factors, and components of the basal transcription machinery recruited by enhancer elements^19–23^. Such condensates imply that multiple regulatory elements within a TAD interact and function together in hub-like complexes. This has been postulated previously in the active chromatin hub model^24^ and corresponding structures have recently been identified at a chromatin level^25,26^. In the context of these recent findings, it is unclear if and how promoter competition occurs and what the underlying structural mechanism is.

We have recently developed Tri-C, a Chromosome Conformation Capture (3C)-based approach, which can analyze multi-way chromatin interactions at single alleles^26^. Tri-C allows us to investigate whether promoters interact with enhancers in a mutually exclusive, one-to-one manner, or whether multiple promoters interact simultaneously with a shared set of enhancers in a hub structure. We have addressed this question using the well-characterized mouse α-globin locus as a model. The α-globin genes and their five enhancer elements, which fulfill the criteria for a super-enhancer^27^, are located in a small TAD which is activated during erythroid differentiation^28^. We have previously shown that in vivo deletion of two CTCF-binding sites at the upstream domain boundary results in an extension of the TAD and the incorporation of three upstream genes, which become highly upregulated under the influence of the strong α-globin enhancers^13^. These mutant mice provide an excellent model to analyze the interactions between genes co-activated by a set of well-characterized enhancers in primary cells.

By performing Tri-C in erythroid cells in which the CTCF boundary is deleted, here we show that the upregulated gene promoters preferentially interact in hub-like complexes containing both the α-globin enhancers and the other active gene promoters in the domain. This shows that interactions between promoters and enhancers are not mutually exclusive and that there is no intrinsic structural competition between promoters for shared enhancers. These findings contribute to our understanding of the interplay between regulatory elements within and beyond TAD structures and the multiple layers of regulation that control gene expression.

## Results

### CTCF deletions create an extension of the α-globin domain

We have previously defined the regulatory elements in and around the mouse α-globin cluster^13,27,28^ (Fig. 1). 

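In the mm9 annotation, the α-globin genes are *Hba-a1* (*Hba-1*, chromosome 11 from 32183511 to 32184465) and *Hba-a2* (*Hba-2*, from 32196489 to 32197301), both on the plus strand with promoters 13.0 kb apart. Upstream of them, *Nprl3* runs on the minus strand from 32125628 to 32167707. The enhancers R1 (1 kb bin starting at 32145001), R2 (32150001), R3 (32156001) and Rm (32164001), read from Fig. 1 to the nearest kb, lie within *Nprl3*, and R4 (32169001) is intergenic. R1 lies 37.8 kb from the *Hba-1* promoter and 50.8 kb from the *Hba-2* promoter. The CTCF-binding sites HS-38 and HS-39 fall in the bins from 32137001 to 32139000, also within *Nprl3*, and HS-29 in the bin from 32147001, 1.40 kb from R1. Further upstream lie *Mpg* (32126505 to 32132700, plus strand), *Rhbdf1* (32109585 to 32122300, minus strand) and *Snrnp25* (32105415 to 32108984, plus strand). The *Mpg* promoter is 19.2 kb from R1, 57 kb from the *Hba-1* promoter and 4.21 kb from the *Rhbdf1* promoter.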

The duplicated α-globin genes and the five globin enhancers (R1–R4 and Rm) lie within a small ~90 kb TAD. This TAD is flanked by predominantly convergent CTCF boundary elements. We have previously shown that deletion of the HS-38 and HS-39 CTCF-binding motifs causes strong upregulation of the upstream *Mpg*, *Rhbdf1* and *Snrnp25* genes in erythroid cells^13^. To investigate how this deletion influences chromatin interactions with the α-globin enhancers, we performed Capture-C from the viewpoint of the strongest enhancer element, R2, in primary erythroid cells derived from wild type (WT) mice and mice in which the CTCF-binding motifs were deleted (D3839). This shows an extension of the interaction domain in the D3839 mice, causing increased interactions between the α-globin enhancers and the *Mpg*, *Rhbdf1*, and *Snrnp25* promoters (Fig. 1). The D3839 deletion thus creates an extended ~120 kb TAD in which the α-globin enhancers upregulate multiple genes. This extended domain enables us to address the mechanism by which a so-called super-enhancer interacts with multiple accessible gene promoters in a single TAD.

**Fig. 1:**
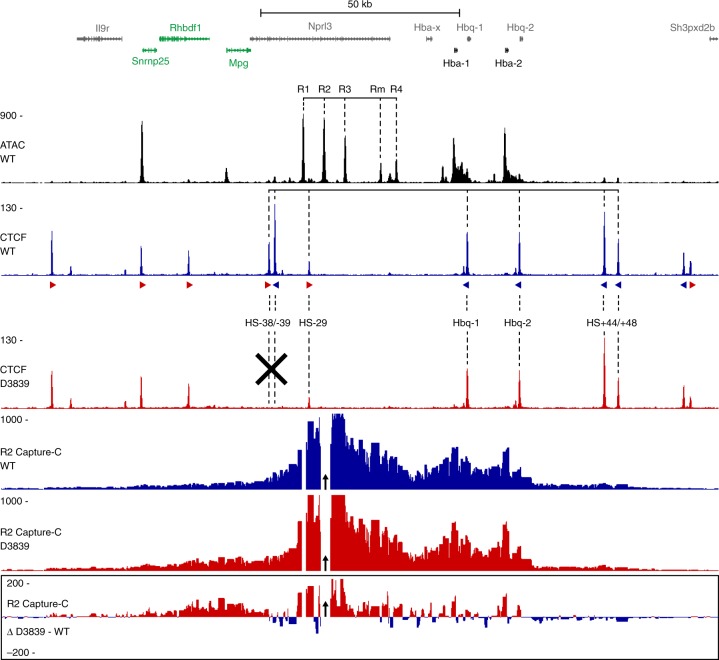
Characterization of a CTCF boundary deletion upstream of the α-globin locus. Gene annotation is shown at the top, with the α-globin genes in bold and genes upregulated by the CTCF boundary deletion highlighted in green. Open chromatin (ATAC in WT erythroid cells) is shown below, with the α-globin enhancers highlighted. CTCF occupancy in WT (blue) and D3839 (red) erythroid cells is shown underneath, with the orientation of the CTCF-binding motifs indicated by arrowheads (forward orientation in red; reverse orientation in blue). CTCF-binding sites of interest are highlighted and the deleted CTCF-binding sites are indicated with a black cross. The profiles below show Capture-C interactions from the viewpoint of the R2 enhancer (indicated with a black arrow) in WT (blue) and D3839 (red) erythroid cells, with a differential profile at the bottom. Profiles represent the mean number of normalized unique interaction counts per restriction fragment in *n* = 3 biological replicates. Coordinates (mm9): chr11:32,070,000–32,250,000.

### The regulatory elements in the α-globin domain form a hub

Although Capture-C produces high-resolution 3C profiles^29^, it predominantly generates pair-wise interaction data. It is therefore not possible to determine the higher-order structures in which the multiple promoters and enhancers in the extended α-globin domain interact. Based on multi-way chromatin contacts generated by Tri-C, we have previously shown that the active α-globin locus is organized in a hub structure, in which multiple enhancer elements interact simultaneously with the α-globin promoters in a regulatory complex^26^. 

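Tri-C sequences 3C fragments long enough to hold the viewpoint and at least 2 further restriction fragments, called reporters, so that a contact records 2 elements that met the viewpoint on the same allele. D3839 mice lack the CTCF-binding sites HS-38 and HS-39 through deletions of 19 and 26 bp. For the R2 viewpoint, primary erythroid cells of 3 WT and 3 D3839 replicates were compared. The authors deposited for each replicate the number of unique contacts counted for every pair of NlaIII fragments on chromosome 11 of mm9, after removing PCR duplicates and without normalization. Each of the 88602 fragments named matched a fragment cut in silico from the mm9 sequence. Counts were placed by fragment midpoint in 1 kb bins of the region shown in Fig. 2, from 32070001 to 32250000, and the viewpoint bin with 1 bin on each side was left out. The resulting R2 matrices held 9509, 8651 and 12955 contacts in WT replicates 1, 2 and 3 and 16099, 14625 and 16115 in D3839. Of all chromosome 11 contacts, 49.5% ± 0.922 (SD, n = 3) lay in the region in WT and 68.1% ± 1.92 (SD, n = 3) in D3839. A mean of 40.9% of WT and 36.3% of D3839 matrix contacts joined fragments of the same bin. The smallest share a matrix of this depth shows, 3 counts, was 0.0232% to 0.0347% in WT and 0.0186% to 0.0205% in D3839. A focus was the sum of 5 × 5 bins around the bins of both elements, a square that reaches 2 bins from the centre and extends past a circle of 2 kb at its corners, expressed as a percentage of the matrix total. Counts were not divided by the number of fragments per bin, a correction the authors applied to their matrices, because the test used needs counts. Log2 fold changes come from edgeR's quasi-likelihood test, fitted together with all 5 kb bin pairs and adjusted by Benjamini-Hochberg over 8 foci. Shares were compared by a two-sided exact permutation test, which cannot give a p below 0.1 with 3 replicates against 3. The WT and D3839 libraries were made with different kits, so kit and genotype cannot be told apart.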

To examine this structure in the context of the extended α-globin TAD containing multiple gene promoters, we performed a Tri-C experiment from the viewpoint of the R2 enhancer in primary erythroid cells derived from D3839 and WT mice (Fig. 2 and Supplementary Fig. 1). Direct comparison of multi-way interactions between biological triplicates of D3839 and WT cells allows us to normalize and correct for 3C-related artefacts^30^ and thus to robustly quantify relevant interactions. We display the multi-way interactions detected by Tri-C in contact matrices in which we exclude the viewpoint of interest and plot the frequencies with which two elements interact simultaneously with this viewpoint at a single allele. Preferential, simultaneous interactions are visible as enrichments at the intersections between these elements, whereas mutually exclusive contacts between elements appear as depletions in the matrix. Consistent with our previous findings, we observe strong, simultaneous R2 interactions with the α-globin promoter and enhancer elements in WT cells. These interactions are not decreased in the D3839 cells, as would be expected if there was competition between these elements. 

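R1 and the α-globin promoters, seen together with R2 (R2-R1-*Hba1/2*), held 1.60% ± 0.417 (SD, n = 3) of the WT matrix, from 150 to 172 contacts per replicate. This is 12.1 ± 1.85 times (SD, n = 3) the count of other bin pairs of the same separation, and the focus ranked above 101 of 103 windows of the same shape and separation along the WT matrix. R1 lies 5.3 kb from R2, and neither comparison accounts for distance from the viewpoint. Against a ring of bins around the focus the WT ratio was 1.67 ± 0.166 (SD, n = 3). The expectation that moved the ratio over separation most took the product of the totals of the bins involved in place of separation. Under that product, whose neutral value is not known, the ratio was 0.501 in WT and 0.603 in D3839. Contacts of R4 and the α-globin promoters with R2 (R2-R4-*Hba1/2*) held 0.560% ± 0.159 (SD, n = 3) of the WT matrix, 1.49 ± 0.373 times the count at the same separation. Part of the contacts between the windows of *Hba-1* and *Hba-2* fall on fragment pairs that are alike in sequence, from 15.4% to 30.1% across the WT replicates, and reads of these near-identical genes cannot be assigned with certainty.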

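In D3839 the R2-R1-*Hba1/2* focus held 1.71% ± 0.110 (SD, n = 3) of the matrix, and the shares of the D3839 replicates, 1.60% to 1.82%, lay within the WT range of 1.16% to 1.99% (exact permutation test, two-sided, p = 0.8). The R2-R4-*Hba1/2* focus held 0.435% ± 0.0247 (SD, n = 3) in D3839. Its log2 fold change against WT was -0.35 (standard error 0.342, adjusted p = 0.40 from edgeR's quasi-likelihood test), and the difference was not larger than the spread between replicates (exact permutation test, p = 0.4). With the replicate number as a block the log2 fold change was -0.32. It turned to 1.06 with a radius of 1 kb, 0.14 with a disc of 2 kb and, scaled by all chromosome 11 contacts, a setting chosen after the data were seen, 0.11. The 1.06 has a standard error of 0.814, and the lowest WT replicate had 0 contacts there. With TMM normalization the log2 fold change was -0.50, and it stayed between -0.58 and -0.20 with 1 replicate left out in turn. Across 358 bin pairs of 5 kb, 0 rose and 0 fell past an adjusted p of 0.05 in edgeR's test, while 28 rose and 19 fell at an unadjusted p under 0.05. With the replicate number as a block 3 rose and 1 fell.

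**Figure D1:**
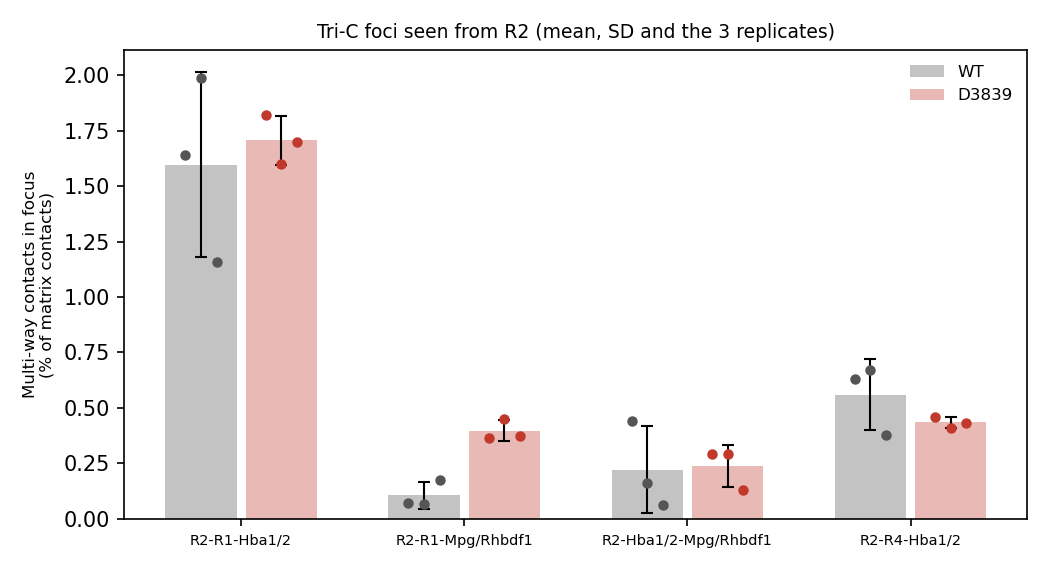
Share of all R2 matrix contacts (%, vertical axis) in each Tri-C focus (horizontal axis) for WT (gray) and D3839 (red). Bars are means, error bars SD and points the 3 replicates: R2-R1-*Mpg*/*Rhbdf1* is higher in each of the 3 D3839 replicates than in any WT replicate, and the other foci overlap.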

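For R2-R1-*Hba1/2*, the log2 fold change of D3839 against WT was 0.10 (standard error 0.22, adjusted p = 0.735 from edgeR's quasi-likelihood test). With the replicate number as a block it was 0.13. Replicates of the same number did not deviate together from their group means in the R2 matrix (mean correlation 0.0022, against -0.0011 for different numbers). Library size from all chromosome 11 contacts, chosen after the data were seen, moved it most, to 0.57 (adjusted p = 0.0186 from edgeR). The direction turned with TMM normalization (-0.043), DESeq2 (-0.0024), a radius of 1 kb (-0.10), a disc of 2 kb (-0.0099) and each fragment pair counted once (-0.012, chosen after the data were seen), and leaving out 1 replicate in turn gave from -0.087 to 0.29.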

Rather, there is a trend towards increased interactions contributing to the α-globin hub in the D3839 cells, though this is not significant (Fig. 2b, c; green). In addition to the multi-way contacts between the α-globin enhancers and promoters, in D3839 we observe simultaneous interactions between the α-globin enhancer elements and the *Mpg* and *Rhbdf1* promoters (Fig. 2b, c, purple). 

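Contacts of R2 with R1 and the *Mpg* and *Rhbdf1* promoters (R2-R1-*Mpg*/*Rhbdf1*) held 0.107% ± 0.0613 (SD, n = 3) of the WT matrix, from 6 to 23 contacts per replicate. In D3839 they held 0.397% ± 0.0474 (SD, n = 3), from 59 to 66 contacts, a log2 fold change of 1.83 (standard error 0.476, adjusted p = 9.8e-04 from edgeR's quasi-likelihood test). Each of the 3 D3839 shares exceeded all WT shares (exact permutation test, p = 0.1). With the replicate number as a block the log2 fold change was 1.91, and it lay between 1.61 and 2.45 with 1 replicate left out in turn. Relative to bin pairs of the same separation, the ratio was 0.671 ± 0.489 in WT and 2.02 ± 0.121 in D3839 (SD, n = 3). Reporter ends between the *Snrnp25* promoter and HS-38 rose from 7.32% ± 0.645 to 11.3% ± 0.205 (SD, n = 3) of all ends seen with R2 (exact permutation test, p = 0.1, and exact sign-flip test of the pairs, p = 0.25). Contacts of R1 with the *Snrnp25* promoter held 0.0384% in WT and 0.0783% in D3839, where 2 of 3 replicates lay above all WT replicates (exact permutation test, p = 0.4).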

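The R2 contacts that join an α-globin promoter to the *Mpg* or *Rhbdf1* promoter (R2-*Hba1/2*-*Mpg*/*Rhbdf1*) held 0.239% ± 0.0939 (SD, n = 3) of the D3839 matrix, from 21 to 47 contacts per replicate, and 0.222% ± 0.197 (SD, n = 3) of the WT matrix, from 8 to 42. Against WT, the log2 fold change was 0.13 (standard error 0.472, adjusted p = 0.786 from edgeR's quasi-likelihood test) and 0.34 with the replicate number as a block, and the difference was not larger than the spread between replicates (exact permutation test, p = 1). It ranged from -0.35 to 1.14 with 1 replicate left out in turn. The highest value was without WT replicate 1, which held 42 contacts against 14 and 8 in WT replicates 2 and 3. Each fragment pair counted once, chosen after the data were seen, gave 0.65 (standard error 0.385). It was 0.92 with the focus moved to the gray circles drawn in Fig. 2b (adjusted p = 0.00525 from edgeR), -0.51 with a disc of 2 kb, -0.14 with a radius of 1 kb and -0.018 with TMM normalization. Against bin pairs of the same separation, the D3839 ratio was 2.20 ± 0.682 (SD, n = 3) and above 1 in 3 of 3 replicates, and the WT ratio was 2.44 ± 2.3 (SD, n = 3). Under a product of bin totals for bins at least 10 kb apart (quasi-independence, chosen after the data were seen) the D3839 ratio was 0.413, where other windows of the same separation had a median of 0.666.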

Interestingly, the R2 contact matrix also shows simultaneous contacts with both the α-globin promoters and the *Mpg* and *Rhbdf1* promoters (Fig. 2b, gray). This indicates that all promoters in the extended D3839 TAD interact together in a single hub.

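The promoter-promoter focus seen from R2 lay above 81.6% of the other windows of the same shape and separation along the D3839 matrix, and above 82.9% of those along the WT matrix. For the focus of R1 with the *Mpg* and *Rhbdf1* promoters these percentages were 86.6% in D3839 and 64.9% in WT. From the simultaneous contacts of R2 with the α-globin promoters and the upstream promoters, the paper infers that the promoters of the extended domain share a single hub.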

**Fig. 2:**
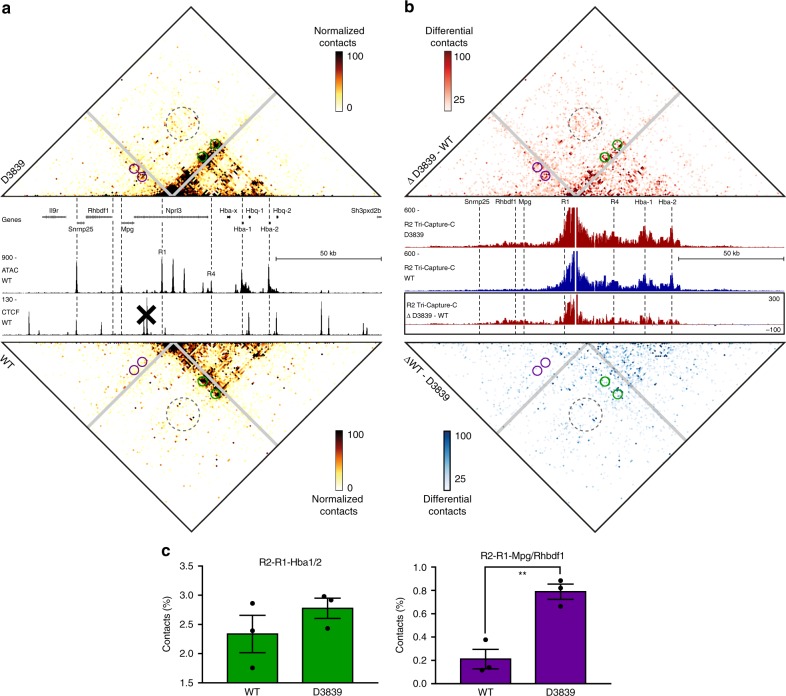
The formation of the enhancer–promoter hub at the α-globin locus is not dependent on the upstream CTCF boundary. **a** Tri-C contact matrices showing multi-way chromatin interactions with R2 in D3839 (top) and WT (bottom) erythroid cells. Matrices represent mean numbers of normalized, unique contact counts at 1 kb resolution in *n* = 3 biological replicates with proximity contacts around the R2 viewpoint excluded (gray diagonal). Gene annotation, open chromatin (ATAC) and CTCF occupancy in WT erythroid cells are shown in the middle. Coordinates (mm9): chr11:32,070,000–32,250,000. **b** Tri-C contact matrices showing differential multi-way chromatin interactions with R2 between D3839 and WT erythroid cells (top) and vice versa (bottom). Pair-wise interaction profiles derived from the Tri-C data from the R2 viewpoint (R2 Tri-Capture-C) are shown in the middle (D3839 in red, WT in blue), with a differential profile in the bottom panel. Coordinates (mm9): chr11:32,070,000–32,250,000. **c** Quantification of multi-way contacts between R2, R1, and the α-globin promoters (R2–R1–*Hba1/2*, green, *P* = 0.29) and R2, R1, and the *Mpg* and *Rhbdf1* promoters (R2–R1–*Mpg*/*Rhbdf1*, purple, *P* = 0.0055). Quantified contacts are highlighted with corresponding colors in the matrices above. Numbers represent the proportion of these three-way contacts relative to the total in the matrix and are averages of *n* = 3 biological replicates, with individual data points overlaid as dot plots and the standard error of the mean denoted by the error bar. *P*-values were calculated by two-tailed *t*-tests.

### Multiple gene promoters interact in a single regulatory hub

To allow more extensive examination of the simultaneous interactions that occur when the upstream genes interact with the α-globin enhancers in D3839 cells, we next generated Tri-C data from the viewpoint of the *Mpg* promoter (Fig. 3 and Supplementary Figs. 2, 3). 

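For the *Mpg* viewpoint, 3 WT and 3 D3839 replicates were compared, and the authors deposited the same kind of unnormalized contact counts. The viewpoint lies at the *Mpg* promoter, between 32126199 and 32127549, where the files hold no reporter fragments. Matrices held 12454, 10237 and 16295 contacts in WT replicates 1, 2 and 3 and 18951, 18150 and 18040 in D3839. The region held 37.3% ± 4.17 (SD, n = 3) of chromosome 11 contacts in WT and 52.2% ± 2.20 (SD, n = 3) in D3839. Same-bin contacts were 52.0% of the WT matrices on average and 43.5% of the D3839 matrices. With 3 counts as the floor, the smallest share shown was 0.0184% to 0.0293% in WT and 0.0158% to 0.0166% in D3839. Deviations of same-numbered replicates from their group means were uncorrelated here too (mean correlation -0.0071, against 0.0035 for different numbers). Besides the foci, each contact was split into its 2 reporter ends, and the percentage of ends per segment of the locus was compared. A read with several reporters gives several contacts, so counts are not fully independent.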

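Of all reporter ends seen with *Mpg*, 76.2% ± 3.10 (SD, n = 3) lay downstream of the viewpoint in WT and 78.9% ± 0.709 (SD, n = 3) in D3839. This difference of 2.70 percentage points was within the spread between replicates (exact permutation test, two-sided, p = 0.3), with a paired sign-flip p = 0.25 by replicate number (exact, the smallest p 3 differences allow). With counts corrected for restriction fragments per bin it was 5.47 points (exact permutation test, p = 0.1). The uncorrected difference ranged from 1.45 points (without WT replicate 2) to 4.43 (without WT replicate 3) with 1 replicate left out in turn. Among 482 bin pairs of 5 kb, 11 rose and 13 fell in D3839 past an adjusted p of 0.05 in edgeR's quasi-likelihood test, and with the replicate number as a block 9 rose and 9 fell. The 3 that rose with the smallest p join the bins from 32130001, 32135001 and 32140001 with one another, with log2 fold changes of 1.40 (first and last bin), 1.15 (last 2 bins) and 0.91 (first 2 bins). The 3 that fell with the smallest p are contacts within the bins from 32200001, 32205001 and 32210001, past *Hba-2*, with log2 fold changes of -0.88, -0.99 and -1.11. Their adjusted p-values from edgeR ran from 2.6e-04 to 0.00511. Scaled by all chromosome 11 contacts, which shifts the median log2 fold change of all bin pairs from 0.059 to 0.53 and was chosen after the data were seen, 67 rose and 3 fell.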

Comparison of multi-way *Mpg* interactions in D3839 and WT cells reveals a strong increase in interactions downstream of *Mpg* after removal of the CTCF boundary. These interactions are strongest proximal to the *Mpg* promoter and reduce in strength beyond the R1 enhancer, which is located close to the HS-29 CTCF-binding site. 

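Between *Mpg* and R1, the share of reporter ends was 1.78% per kb in WT and 2.14% per kb in D3839, and all 3 D3839 replicates lay above all WT replicates (exact permutation test, p = 0.1). The rise of 0.355 points per kb there compares with 0.147 between R1 and R4, where the share went from 0.208% to 0.355% per kb (exact permutation test, p = 0.1). From R4 to 2 kb past *Hba-2* the rise was 0.0892 points per kb and within the spread between replicates (exact permutation test, p = 0.3). Beyond that point the share fell in every D3839 replicate, from 0.472% to 0.269% per kb. Of the 11 bin pairs that rose, 3 have both ends between the viewpoint and R1. In 0 of the 11 does the far 5 kb bin start at or past *Hba-1*. The bin that holds the *Hba-1* promoter starts before it, at 32180001, so this count does not cover pairs ending in that bin.

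**Figure D2:**
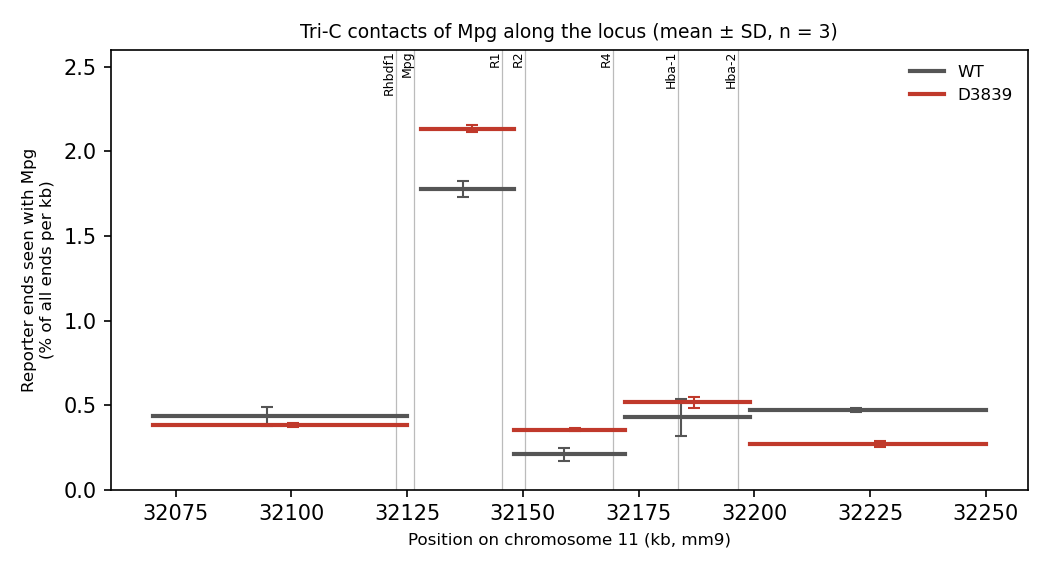
Reporter ends seen with *Mpg* (% of all ends per kb, vertical axis) in 5 segments along chromosome 11 (kb, mm9, horizontal axis) in WT (gray) and D3839 (red). Lines are means over each segment, error bars SD (n = 3) and vertical lines elements: D3839 lies above WT from *Mpg* to R1 (2.14% against 1.78% per kb) and below it past *Hba-2* (0.269% against 0.472%).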

We also observe a clear increase in more distal downstream multi-way interactions, predominantly with the regions containing the α-globin promoters and enhancers. 

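From 2 kb past R1 to 2 kb past *Hba-2*, the share of reporter ends was 16.52% ± 3.87 (SD, n = 3) in WT and 22.5% ± 1.06 (SD, n = 3) in D3839, a rise of 5.94 percentage points in which all D3839 replicates exceeded all WT replicates (exact permutation test, p = 0.1, and exact sign-flip test of the pairs by replicate number, p = 0.25). It was 4.95 points with same-bin pairs left out, and the groups then overlapped (exact permutation test, p = 0.3). The window of R1 went from 2.304% ± 0.28 to 3.81% ± 0.202 and that of R4 from 0.552% ± 0.145 to 1.01% ± 0.0933 (SD, n = 3, exact permutation test, p = 0.1 for each). The *Hba-1* window held 2.04% ± 0.920 in WT and 2.73% ± 0.326 in D3839 (SD, n = 3, exact permutation test, p = 0.4). The *Hba-2* window held 3.45% ± 1.01 and 3.51% ± 0.223 (SD, n = 3, exact permutation test, p = 0.9). No difference in the share of ends in either window was therefore detectable against the WT spread. This covers all ends in the windows, not the foci that pair these promoters with R1 or *Rhbdf1*.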

In a dynamic flip–flop model, the *Mpg* promoter would structurally compete with the α-globin promoters for interactions with the α-globin enhancers. Such mutually exclusive interactions would be reflected by a depletion of the corresponding multi-way interactions in the Tri-C matrix. However, we find preferential interactions between these elements. 

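Foci that join R1, the α-globin promoters and the *Rhbdf1* promoter in the *Mpg* matrices were set against bin pairs of the same separation. In D3839 the 3 foci quantified in Fig. 3c lay above that expectation in each replicate. With quasi-independence of bins at least 10 kb apart as the expectation, chosen after the data were seen, the D3839 ratio was 0.560 for *Mpg*-R1-*Hba1/2*, 0.501 for *Mpg*-*Hba1/2*-*Rhbdf1* and 1.28 for *Mpg*-R1-*Rhbdf1*. Other windows with the separation of *Mpg*-*Hba1/2*-*Rhbdf1* had a median of 0.707 under it, so 1 is not a neutral value there. A ring of bins around each focus gave 0.832 for *Mpg*-R1-*Hba1/2*, 0.751 for *Mpg*-*Hba1/2*-*Rhbdf1* and 1.01 for *Mpg*-R1-*Rhbdf1*. Against the product of the bins' totals the ratios were 0.466, 0.384 and 0.716 in this order. With that product the mean ratio was below 1 for all 8 foci in both genotypes, so it does not set these foci apart from the others.

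**Figure D3:**
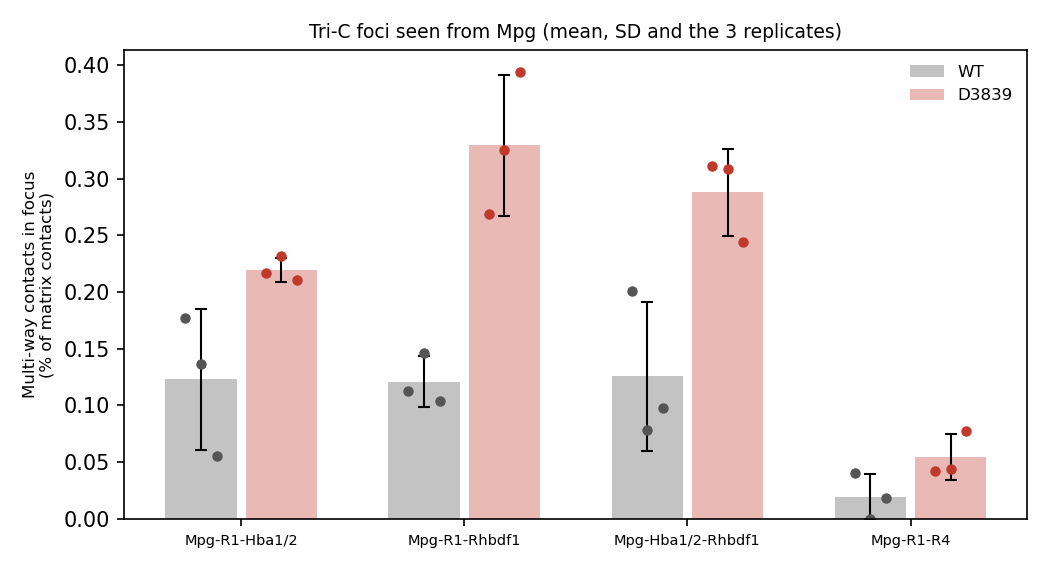
Share of all *Mpg* matrix contacts (%, vertical axis) in each Tri-C focus (horizontal axis) for WT (gray) and D3839 (red). Bars are means, error bars SD and points the 3 replicates: in each of the 4 foci the 3 D3839 replicates lie above all WT replicates.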

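The focus of *Mpg*, R1 and the α-globin promoters (*Mpg*-R1-*Hba1/2*) held 0.123% ± 0.0619 (SD, n = 3) of the WT matrix, from 9 to 22 contacts per replicate, and 0.219% ± 0.0107 (SD, n = 3) in D3839, from 38 to 42. All D3839 shares exceeded all WT shares (exact permutation test, p = 0.1). The log2 fold change was 0.86 (standard error 0.482, adjusted p = 0.15 from edgeR's quasi-likelihood test) and 0.94 with the replicate number as a block. It was 0.99 (adjusted p = 0.0212 from edgeR) with a radius of 3 kb and 1.36 (adjusted p = 0.00756 from edgeR) scaled by all chromosome 11 contacts, chosen after the data were seen. Its ratio to bin pairs of the same separation was 1.42 ± 0.571 in WT and 2.02 ± 0.179 in D3839 (SD, n = 3, exact permutation test, p = 0.2). Contacts with R1 and R4 (*Mpg*-R1-R4) held 0.0195% in WT, where the replicates had from 0 to 5 contacts, and 0.0546% ± 0.0199 (SD, n = 3) in D3839, from 8 to 14. The log2 fold change was 1.40 (standard error 0.934, adjusted p = 0.213 from edgeR) and 1.62 with the block. It ranged from 0.92 to 2.27 with 1 replicate left out in turn. The *Mpg*-R1-R4 ratio over separation in D3839 was 0.725 ± 0.330 (SD, n = 3), above 1 in 1 of 3 replicates, and 1.47 with counts corrected for restriction fragments, above 1 in 2 of 3. The 1 kb bin of R4 holds 0 fragment midpoints, which lowers any count there.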

For example, when *Mpg* interacts with R1, it preferentially interacts with the α-globin promoters (Fig. 3, green) and R4 enhancer (Supplementary Fig. 3). Similarly, we find enrichment of multi-way interactions between *Mpg*, R1, and the *Rhbdf1* promoter (Fig. 3, purple). This shows that *Mpg* preferentially interacts with the α-globin enhancers in a complex that contains multiple enhancer elements and promoters. 

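*Mpg*-R1-*Rhbdf1* contacts rose from 0.121% ± 0.0224 (SD, n = 3) of the matrix in WT, from 14 to 17 contacts per replicate, to 0.329% ± 0.0623 (SD, n = 3) in D3839, from 51 to 71. The log2 fold change was 1.45 (standard error 0.442, adjusted p = 0.00422 from edgeR's quasi-likelihood test) and 1.44 with the replicate number as a block. Leaving out 1 replicate in turn gave 1.30 to 1.60, and the D3839 shares were all above the WT shares (exact permutation test, p = 0.1). The ratio over separation was 2.14 ± 0.381 in WT and 4.46 ± 1.29 in D3839 (SD, n = 3, exact permutation test, p = 0.1). With a radius of 1 kb the adjusted p was 0.0599 (edgeR).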

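When *Mpg* met R1 in D3839, contacts per kb per 1000 matrix contacts were 0.219 in the windows of *Hba-1* and *Hba-2*, 0.183 between R4 and *Hba-1*, 0.262 between *Hba-1* and *Hba-2*, 0.109 in the window of R4 and 0.124 over the 15 kb past *Hba-2*. The SD of these values ranged from 0.0107 to 0.0943 (n = 3). The paper reasons that mutually exclusive contacts would leave depletions in the Tri-C matrix. From the preferential interactions it finds instead, it concludes that *Mpg* meets the α-globin enhancers within a complex of several enhancers and promoters.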

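Contacts of *Mpg* with an α-globin promoter and the *Rhbdf1* promoter (*Mpg*-*Hba1/2*-*Rhbdf1*) held 0.126% ± 0.0658 (SD, n = 3) of the WT matrix, from 8 to 25 contacts per replicate, and 0.288% ± 0.0381 (SD, n = 3) of the D3839 matrix, from 44 to 59, with all D3839 shares above all WT shares (exact permutation test, p = 0.1). The log2 fold change was 1.19 (standard error 0.451, adjusted p = 0.0226 from edgeR's quasi-likelihood test) and 1.25 with the replicate number as a block. Without same-bin pairs it was 0.97 (adjusted p = 0.0663 from edgeR). It also did not pass 0.05 with a radius of 1 kb (0.62), a disc of 2 kb (1.14), 2 bins left out on each side of the viewpoint (1.02), DESeq2 (0.97) or, chosen after the data were seen, adjacent fragments left out (1.01), and with 1 replicate left out in turn it ranged from 0.97 to 1.68. Over separation, the ratio was 1.36 ± 0.544 in WT and 2.96 ± 0.222 in D3839 (SD, n = 3, exact permutation test, p = 0.1).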

We also find that multi-way interactions between the three promoters are enriched (Fig. 3; orange), which further confirms that there is no structural competition between active promoters for contact with the enhancers within the extended TAD.

**Fig. 3:**
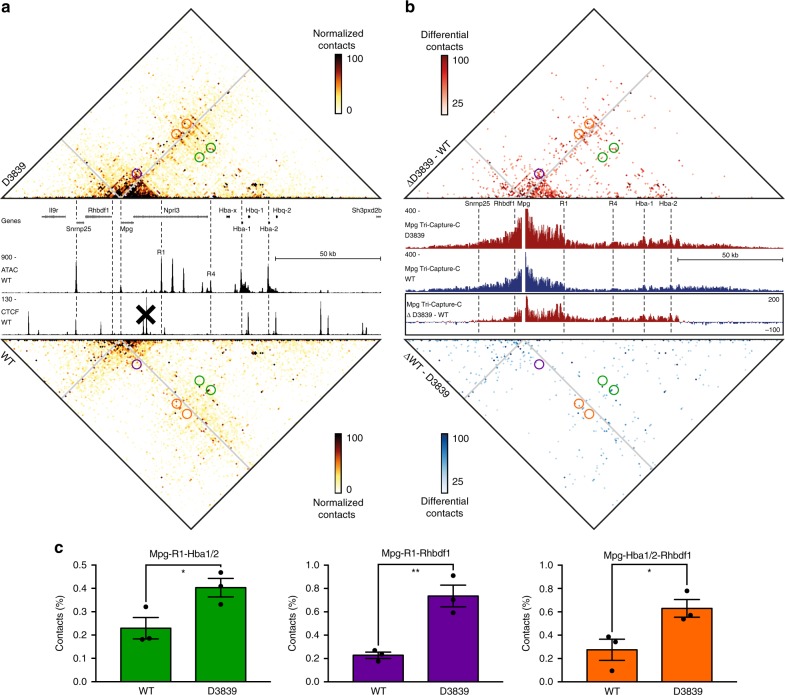
Deletion of a CTCF boundary results in the formation of a regulatory hub in which multiple gene promoters are incorporated. **a** Tri-C contact matrices showing multi-way chromatin interactions with *Mpg* in D3839 (top) and WT (bottom) erythroid cells. Matrices represent mean numbers of normalized, unique contact counts at 1 kb resolution in *n* = 3 biological replicates with proximity contacts around the *Mpg* viewpoint excluded (gray diagonal). Gene annotation, open chromatin (ATAC), and CTCF occupancy in WT erythroid cells are shown in the middle. Coordinates (mm9): chr11:32,070,000–32,250,000. **b** Tri-C contact matrices showing differential multi-way chromatin interactions with *Mpg* between D3839 and WT erythroid cells (top) and vice versa (bottom). Pair-wise interaction profiles derived from the Tri-C data from the *Mpg* viewpoint (*Mpg* Tri-Capture-C) are shown in the middle (D3839 in red, WT in blue), with a differential profile in the bottom panel. Coordinates (mm9): chr11:32,070,000–32,250,000. **c** Quantification of multi-way contacts between *Mpg*, R1 and the α-globin promoters (*Mpg*-R1-*Hba1/2*, green, *P* = 0.046); *Mpg*, R1 and the *Rhbdf1* promoter (*Mpg*-R1-*Rhbdf1*, purple, *P* = 0.0064); and *Mpg*, the α-globin promoters and the *Rhbdf1* promoter (*Mpg*-*Hba1/2-Rhbdf1*, orange, *P* = 0.040). Quantified contacts are highlighted with corresponding colors in the matrices above. Numbers represent the proportion of these three-way contacts relative to the total in the matrix and are averages of *n* = 3 biological replicates, with individual data points overlaid as dot plots and the standard error of the mean denoted by the error bar. *P*-values were calculated by two-tailed *t*-tests.

## Discussion

To investigate how multiple regulatory elements and genes contained within a single TAD structurally interact, we analyzed multi-way chromatin interactions in an engineered extended TAD containing the five clustered α-globin enhancers and multiple gene promoters. We show that all gene promoters interact simultaneously with the enhancers in a common regulatory hub. Within the context of this extended TAD structure, the upstream non-globin genes do not interact as strongly and/or as frequently with the α-globin enhancers compared to the α-globin promoters. However, we show that when these genes form interactions with the α-globin enhancers, they preferentially interact in a complex in which the α-globin promoters are also present (Fig. 3, Supplementary Fig. 3). 

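In D3839, the *Hba-1* and *Hba-2* promoter windows took 7.76% ± 0.700 and 7.66% ± 0.558 (SD, n = 3) of the reporter ends seen with R2. The *Mpg* window took 1.26% ± 0.173, the *Rhbdf1* window 1.18% ± 0.258 and the *Snrnp25* window 0.840% ± 0.212 (SD, n = 3). In WT these upstream windows took 0.736%, 0.858% and 0.585%, and only for *Mpg* did each D3839 replicate lie above all WT replicates (exact permutation test, p = 0.1).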

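Along the D3839 *Mpg* matrix, windows of the same shape as *Mpg*-R1-*Hba1/2* were moved to every other position of the same separation, and the focus exceeded 84.5% of them. The *Mpg*-R1-*Rhbdf1* focus exceeded 98.6%, the *Mpg*-*Hba1/2*-*Rhbdf1* focus 89.4% and the *Mpg*-R1-R4 focus 67.2%. In WT the percentages were 79.6%, 89.1%, 84.0% and 28.5% in the same order. These ranks compare positions along matrices of decaying contact frequency and are not tests across replicates.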

By comparing the α-globin hub in WT and D3839 cells, we show that the inclusion of additional promoters to this complex does not weaken the interactions between the α-globin promoters and enhancers and might even have an overall stabilizing effect on the hub (Fig. 2).

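Of the reporter ends seen with R2, the *Hba-1* window took 8.70% ± 0.637 (SD, n = 3) in WT, a value not separated from the D3839 replicates (exact permutation test, p = 0.2). The *Hba-2* window took 9.43% ± 0.996 (SD, n = 3) in WT, above every D3839 replicate (exact permutation test, p = 0.1). Over the segment from R4 to 2 kb past *Hba-2*, the share went from 33.7% ± 1.22 to 29.9% ± 1.09 (SD, n = 3, exact permutation test, p = 0.1). Shares of one matrix sum to 100%, so these values are relative to the rise upstream. Per 1000 chromosome 11 contacts, those with both ends downstream of R2 rose from 282 to 334 (exact permutation test, p = 0.1). They cover more than this segment, so the fall in share is not shown to be a loss of contacts. R1 itself took 8.74% ± 0.972 in WT and 9.21% ± 0.605 in D3839 (SD, n = 3, exact permutation test, p = 0.5).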

Our data thus show that multiple gene promoters can simultaneously interact with shared enhancers at a single allele. Our findings at the α-globin locus—a well-understood model of gene regulation—demonstrate that the previously reported flip–flop model of promoter competition, in which individual gene promoters interact with enhancers in a mutually exclusive manner, is not universally true, and that there is no intrinsic competition between gene promoters for physical access to shared enhancers within a single TAD (Fig. 4). Our model is supported by recent live-imaging experiments in Drosophila which showed coordinated bursting of two genes regulated by a single shared enhancer^31^.

**Fig. 4:**
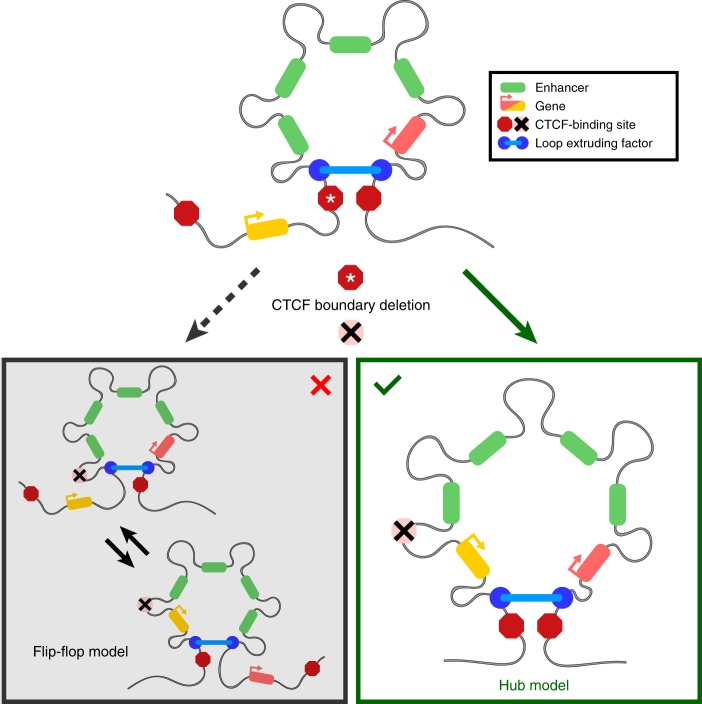
Model of the structural interplay between the regulatory elements in the α-globin locus upon removal of the upstream CTCF boundary. The CTCF boundary upstream of the α-globin enhancers (green) normally constrains their activity to the downstream α-globin genes (red). Removal of this boundary causes upregulation of the genes upstream of the α-globin enhancers (yellow). Our data show that upregulation of these genes is not caused by dynamically switching interactions between the α-globin enhancers and individual promoters (left), but by the formation of a regulatory hub in which all regulatory elements interact simultaneously (right).

Our findings clarify how the activity of strong enhancers is distributed between the multiple genes surrounding these elements. In agreement with previous findings^9–13^, enhancers and promoters do not interact beyond strong CTCF-binding sites at TAD boundaries, since removal of the HS-38/-39 boundary is required for the upstream genes to be activated by the α-globin enhancers.

By contrast, within a single TAD, all promoters interact with the enhancers in a common nuclear compartment. This is consistent with previous models of transcription factories, transcriptional hubs and the recent model of transcriptional activation in nuclear condensates. However, even in the context of these cooperative structures, the activity of enhancers may not always be distributed equally between all promoters in a TAD. This might partially be explained by the relative position of promoters with respect to the enhancers. Reported examples of promoter competition have often described situations, where an active promoter located between an enhancer and another, more distal promoter causes reduced activity of the distal promoter^16,17,32,33^. It is possible that the proximal highly transcribed gene forms a barrier to loop extrusion^34^, due to accumulation of large amounts of transcriptional machinery and regulatory factors. This could reduce interactions between the more distal promoter and the enhancers and hence decrease expression of the distal gene. However, the underlying mechanism is not mutual exclusivity of enhancer–promoter interactions, but a structural boundary which reduces access of the distal promoter to a cooperative hub.

Interestingly, we have shown that inclusion of the upstream genes in the α-globin hub causes upregulation of their expression, but not to the exceptionally high levels of the downstream α-globin genes^13^. This could be explained by the lower frequency of interaction and inclusion of these genes within the chromatin hub, which may correspond to a nuclear condensate. However, it is also possible that epigenetic chromatin modifications and biochemical processes within such condensates play a role, which might form another layer of regulation and potential competitive effects. For example, it could be that the α-globin genes are more responsive to the transcription and co-factors recruited by the α-globin enhancers^35^.

We have previously shown that the formation of the TAD in which the α-globin enhancers and promoters interact in erythroid cells is not dependent on the presence of all individual enhancer elements^27^. It will be of interest to further examine whether deletions of enhancer elements cause more subtle chromatin changes that might compromise the formation of the chromatin hub in both the intact locus and upon boundary deletion.

Furthermore, it will be very important to further investigate the dynamic 3D structures associated with gene activation across other gene loci and using orthogonal approaches, such as super-resolution microscopy and live-cell imaging. At the moment, imaging-based technologies are still limited in both resolution and throughput. However, with rapid technological advancements it should be possible to directly relate chromatin structures to levels of gene expression in single cells in the future. This will provide important insights into the mechanisms that control gene activity and how mutations that disrupt regulatory chromatin structures contribute to human disease.

## Methods

### Animals and cells

We previously generated the D3839 mouse model, using TALEN and CRISPR-Cas9 to create small 19 and 26 bp deletions in the core CTCF-binding motifs of HS-38 and HS-39, respectively^13^. We performed all described experiments in primary cells obtained from spleens of female D3839 or WT C57BL/6 mice treated with phenylhydrazine, and selected erythroid cells based on the erythroid marker Ter119 using magnetic-activated cell sorting^29^. Experimental procedures were in accordance with the European Union Directive 2010/63/EU and/or the UK Animals (Scientific Procedures) Act (1986) and protocols were approved through the Oxford University Local Ethical Review process.

### Capture-C experimental procedure

We performed Capture-C experiments in three biological replicates of primary erythroid cells derived from WT and D3839 mice following the Next-Generation Capture-C protocol^29^. We prepared 3C libraries using the DpnII-restriction enzyme for digestion. We added Illumina TruSeq adapters using NEBNext reagents and performed capture enrichment using Nimblegen reagents. We designed the capture oligonucleotides targeting the DpnII fragments containing the R1 and R2 enhancers using CapSequm^36^. Figure 1 shows the interaction profiles from the viewpoint of the R2 enhancer. Data from the R1 viewpoint have been published previously (GEO accession code GSE97871)^13^. The Capture-C libraries were sequenced on the Illumina MiSeq platform (V2 chemistry; 150 bp paired-end reads).

### Capture-C data analysis

We analyzed Capture-C data using scripts available at https://github.com/Hughes-Genome-Group/CCseqBasicS. Because PCR duplicates are removed during data analysis, Capture-C accurately quantifies chromatin interactions^37^. The Capture-C profiles in Fig. 1 represent the mean number of unique interactions per restriction fragment from three biological replicates, normalized for a total of 100,000 interactions on the chromosome analyzed, and scaled to 1000. The differential profile highlights the interactions in D3839 cells after subtracting the normalized number of unique interactions in WT cells from those in D3839 cells. Interactions within a proximity zone of 1 kb around the viewpoint and with restriction fragments that were targeted by other capture oligonucleotides in the multiplexed capture procedure were excluded from analysis to prevent artefacts.

### Tri-C experimental procedure

We performed Tri-C experiments in three biological replicates of primary erythroid cells derived from WT and D3839 mice following the protocol available on Protocol Exchange^38^. We used the NlaIII restriction enzyme for digestion during 3C library preparation. We added Illumina TruSeq adaptors using NEBNext DNA Library Prep reagents and Ampure XP beads (Beckman Coulter: A63881). We prepared WT libraries using the NEBNext DNA Library Prep Master Mix Set for Illumina (New England Biolabs: E6040S/L) according to the manufacturer’s protocol. For each biological replicate, we performed 2–3 parallel reactions using 6 μg 3C library for sonication and all recovered material (~4.5 μg) for the subsequent library preparation. We amplified each library preparation reaction with a different index, using two separate PCR reactions per reaction (a total of 4–6 PCR reactions per biological replicate) to maximize library complexity. This procedure resulted in a total of seven technical replicates with unique indices. We prepared D3839 libraries using the NEBNext Ultra II DNA Library Prep Kit for Illumina (New England Biolabs: E7645S/L) according to the manufacturer’s protocol. For each biological replicate, we sonicated 4 μg 3C library, after which we split all recovered material (~3 μg) over two parallel library preparation reactions. We amplified the two parallel reactions with the same index using two separate PCR reactions (a total of four PCR reactions per biological replicate) to maximize library complexity for each biological replicate. This resulted in a total of three replicates with unique indices. 

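Before restriction to the plotted region, R2 contacts counted on chromosome 11 were 18823 to 26893 in WT (median 20171) and 23167 to 25128 in D3839 (median 24066). For the *Mpg* viewpoint they were 31203 to 39540 in WT (median 33709) and 34938 to 36773 in D3839 (median 35198). Contacts with both ends outside the region made up 32.9% ± 1.07 of the R2 counts in WT and 20.1% ± 1.34 in D3839 (SD, n = 3), and 44.0% ± 2.74 and 31.4% ± 1.18 of the *Mpg* counts (SD, n = 3).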

Because the Ultra II reagents are more efficient than the standard DNA Library Prep reagents, this resulted in comparable complexity for each biological replicate and similar data depth for both conditions (Supplementary Figs. 1 and 2). We pooled all libraries to enrich for viewpoints of interest in a multiplexed double capture procedure using Nimblegen reagents with custom-designed capture oligonucleotides (Supplementary Tables 1 and 2). The Tri-C libraries were sequenced on the Illumina NextSeq platform (V2 chemistry; 150 bp paired-end reads).

### Tri-C data analysis

We analyzed Tri-C data using scripts available at https://github.com/Hughes-Genome-Group/CCseqBasicS and https://github.com/oudelaar/TriC. Briefly, we used the CCseqBasic pipeline (flags: --CCversion CS5 --nla --sonicationSize 700 --wobblyEndBinWidth 6) to perform the initial fastq processing and aligning of the data, filter out spurious ligation events and PCR duplicates, and exclude interactions with restriction fragments that were targeted by other capture oligonucleotides in the multiplexed capture procedure. We used a custom script to select reads with two or more reporters to calculate multi-way interaction counts between reporter fragments for each viewpoint. We visualized these interactions in contact matrices at 1 kb resolution, after normalizing for the total counts in each matrix and correcting for the number of restriction fragments present in each bin. We integrated this workflow in the CCseqBasic pipeline, which is available at https://github.com/Hughes-Genome-Group/CCseqBasicS. To allow for direct comparisons between WT and D3839 cells, we scaled all contact matrices to 100 normalized interactions per bin. We derived differential matrices to highlight the interactions specific for each condition after subtracting the normalized interactions in WT cells from those in D3839 cells or vice versa. We also generated regular pair-wise interaction profiles based on the total interaction counts. These Tri-Capture-C profiles were derived as described above (Capture-C—data analysis). To calculate the enrichment of multi-way interactions between regulatory elements of interest (highlighted in Figs. 2 and 3), we calculated the counts in the bins in a 2 kb radius surrounding the foci of interest in the matrix and expressed these counts as a percentage of the total number of counts in the matrix. 

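Stratum-adjusted correlation coefficients were recomputed on the 1 kb matrices with a smoothing of 10 bins and a maximum distance of 100 kb. For R2 the 3 pairs of WT replicates averaged 0.919, from 0.890 to 0.938, the 3 pairs of D3839 replicates 0.986, and the 9 pairs of 1 WT and 1 D3839 replicate 0.884, from 0.861 to 0.910. For *Mpg* the means were 0.942 in WT, 0.990 in D3839 and 0.896 between them. A smoothing of 3 bins gave 0.748, 0.910 and 0.750 for R2. In a chi-square comparison of bin-pair counts, no pair of replicates of the same genotype held the same counts within sampling noise, with a chi-square per degree of freedom from 3.09 to 7.26. Contacts of one read are not independent and add to this excess, so it does not test whether replicates are independent, and they were counted as labelled.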

To examine the correlation between individual replicates, we used HiCRep to calculate stratum-adjusted correlation coefficients^39^, using a smoothing parameter optimized to *h* = 10 and a maximum distance of 100,000 bp. To analyze the differences between the WT and D3839 replicates, we used unpaired, two-tailed *t*-tests.

### Statistical analysis

Statistical analyses were performed with Student’s two-tailed *t*-tests using GraphPad Prism software.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

All sequencing data have been submitted to the NCBI Gene Expression Omnibus under accession number GSE130308. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. A reporting summary for this Article is available as a Supplementary Information file.

How the deposited data were processed for this re-analysis (not part of the article)

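Tri-C contacts of primary erythroid cells were analysed for 2 viewpoints, the R2 enhancer and the *Mpg* promoter, in 3 WT and 3 D3839 replicates each. The authors deposited, for each of the 12 combinations, a table of unique contact counts for pairs of NlaIII fragments on chromosome 11 of mm9. Before that, by the paper's methods, the authors ran the CCseqBasic pipeline, removed spurious ligations and PCR duplicates, excluded fragments targeted by other capture oligonucleotides and kept reads with at least 2 reporters. The counts are not normalized. Conditions and replicate numbers, and with them the pairing of WT and D3839 replicates of the same number used as a block, come from the sample labels, which give no further reason for pairing.

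Gene positions come from the mm9 annotation and element positions from Fig. 1, read to the nearest kb. Contacts with both fragment midpoints in the region from 32070001 to 32250000 of chromosome 11 were summed in 180 bins of 1 kb. The viewpoint bin and 1 bin on each side were left out. The R2 viewpoint bin was set from the stretch without reporter fragments in the files, since Fig. 1 places it 1 bin away, a choice made after the files had been seen. A focus was the sum of 5 × 5 bins around the bins of the elements, with overlapping bins counted once. Matrices held from 8651 to 16115 contacts for R2 and from 10237 to 18951 for *Mpg*. Floors given as 3 counts cover counting error only, since contacts of the same read are not independent.

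Foci and all 5 kb bin pairs with at least 10 counts over the 6 samples were tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood test, library size as the matrix total), with Benjamini-Hochberg adjustment over 8 foci, or over all bin pairs of a viewpoint, and a threshold of 0.05. Standard errors are those implied by the test statistic. Shares, ratios and reporter ends were compared by a two-sided exact permutation test in scipy 1.17.1 with numpy 2.4.6 and python 3.11.15, where 3 against 3 replicates allow no p below 0.1 and paired differences none below 0.25. Enrichment was the ratio of a focus to the mean of all other 1 kb bin pairs of the same separation in the same matrix. It does not account for the distance of either bin from the viewpoint. The stratum-adjusted correlation was written anew after the HiCRep method, with h = 10 and a maximum distance of 100 kb. Shares, ratios and correlations use uncorrected counts. The paper divides by restriction fragments per bin, which was run as an alternative.

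The foci named were fixed before the data were examined: those quantified or pointed out in the paper. Among bin pairs, the rule was to name for each viewpoint the 3 with the smallest p in each direction past the threshold, where all D3839 values lay on one side of all WT values. Contacts with the *Snrnp25* promoter were included because the paper names the gene without quantifying it. Alternatives covered the radius and shape of the focus, circles as drawn, bins left out around the viewpoint, same-bin pairs, TMM normalization, DESeq2 1.42.0, bin size, the count filter, the replicate block, the expectation for enrichment, the correction for restriction fragments, the SCC smoothing and each replicate left out. The scale of all chromosome 11 contacts, adjacent fragments, single counting of fragment pairs and quasi-independence were added after the data were seen.

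The statistics were tested on simulated data. Among 339 simulated R2 bin pairs edgeR recovered 29 of 40 changed ones and called 1 unchanged one, and among 457 for *Mpg* it recovered 30 of 40 and called 0. The changes were a log2 of 2 and were planted only in the better covered bin pairs. Recovery of smaller changes, or of changes in sparse bin pairs and foci, was not tested. A planted enrichment of 3 was recovered as 2.98. WT and D3839 libraries were prepared with different reagents, which no comparison within a genotype can separate from the deletion. The Capture-C, expression and other experiments of the paper were not analysed here, and the paper's own P values were not recomputed.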

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

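The tests of repeated fragment pairs and of depth given here were chosen before their results were seen. Contacts of *Mpg* with R1 and the *Snrnp25* promoter, a combination the paper does not quantify, held 0.0720% ± 0.0290 (SD, n = 3) of the D3839 matrices, from 10 to 20 contacts per replicate. In WT they held 0.0230% ± 0.0200 (SD, n = 3), from 0 to 6 contacts, and each D3839 replicate lay above all WT replicates (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). Its log2 fold change was 1.53 (standard error 0.835, unadjusted p = 0.0663 and adjusted p = 0.133 over 2 foci from edgeR's quasi-likelihood test), so it did not pass 0.05 with or without the adjustment. Seen from R2, contacts of R1 with *Snrnp25* had a log2 fold change of 1.00 (standard error 0.806, adjusted p = 0.215 from edgeR), with 2 of 3 D3839 replicates above all WT replicates.

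A few fragment pairs seen repeatedly could give such a difference. With each fragment pair counted once, the log2 fold change was 0.90 (standard error 0.667) from *Mpg* and 0.75 (standard error 0.617) from R2, each smaller than with all counts. Counting once also lowered the log2 fold change of R2-R1-*Mpg*/*Rhbdf1*, from 1.83 to 1.19, and the changes with all counts were already within 2 standard errors of 0, so this test does not settle the point. The D3839 matrices are also deeper. With every matrix thinned to the smallest total, 10237 contacts for *Mpg*, the mean count was higher in D3839 in 100% of 1000 draws, and in 99.9% from R2, thinned to 8651. Thinning keeps each sample's mean share, so this test could hardly have come out otherwise, and depth does not shift an expected share. The kit used for the libraries follows the genotype. The difference therefore cannot be told apart from the library kit, nor, with the test undecided, from repeated fragment pairs. As a hypothesis, *Snrnp25* may share the contacts with R1 gained by the other upstream promoters in D3839.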

How the results depend on the processing

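Processing choices and their alternatives were set before the data were examined, except the R2 viewpoint bin, set once the contacts had been seen, the library size from all chromosome 11 contacts, leaving out adjacent fragments, counting each fragment pair once per sample and the expectation from quasi-independence. For the shares of single foci, all alternatives but the correction for restriction fragments were also chosen after the data were seen. The change of R2-R1-*Mpg*/*Rhbdf1* kept its direction and its side of an adjusted p of 0.05 under every alternative run, with log2 fold changes from 1.19 to 2.45. *Mpg*-R1-*Rhbdf1* kept both except with a radius of 1 kb. With the replicate number as a block, each of the 8 foci kept its direction and its side of the threshold. For the changes listed here, the cause was not tested.

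For R2-R1-*Hba1/2* the log2 fold change, 0.10 as reported, turned to -0.10 with a radius of 1 kb, -0.0099 with a disc of 2 kb, -0.043 with TMM normalization, -0.0024 with DESeq2 and -0.012 with each fragment pair counted once. With library size from chromosome 11 it was 0.57 and passed the threshold. At the circles drawn in the figures it was 0.30, and 0.20 with a radius of 3 kb, neither past the threshold. It ranged from -0.087 to 0.29 across the 6 fits that each left out 1 replicate. For R2-*Hba1/2*-*Mpg*/*Rhbdf1*, 0.13 as reported, it was -0.14 with a radius of 1 kb, -0.51 with a disc and -0.018 with TMM. At the circles of Fig. 2b, taken at their drawn size, it was 0.92, past the threshold. Leaving out 1 replicate gave -0.35 to 1.14. R2-R4-*Hba1/2*, -0.35 as reported, turned to 1.06 with a radius of 1 kb, 0.14 with a disc and 0.11 with library size from chromosome 11. It was -0.50 with TMM and stayed between -0.58 and -0.20 with 1 replicate left out in turn.

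*Mpg*-R1-*Hba1/2* passed the threshold with a radius of 3 kb (log2 fold change 0.99), with library size from chromosome 11 (1.36) and without WT replicate 1, and leaving out 1 replicate gave 0.48 to 1.25. *Mpg*-R1-*Rhbdf1* with a radius of 1 kb was 1.45, no longer past it. *Mpg*-*Hba1/2*-*Rhbdf1* no longer passed it with a radius of 1 kb (0.62), a disc (1.14), 2 bins left out on each side of the viewpoint (1.02), same-bin pairs left out (0.97), DESeq2 (0.97) or adjacent fragments left out (1.01). Leaving out 1 replicate gave 0.97 to 1.68 for it, below the threshold in 4 of 6 fits. *Mpg*-R1-R4 has 0 contacts with a radius of 1 kb, so its log2 fold change there is 0. With 1 replicate left out in turn it was 0.92 to 2.27, against 1.40 as reported.

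For R2, where 0 bin pairs rose and 0 fell past an adjusted p of 0.05 and 47 of 358 had an unadjusted p under 0.05, edgeR gave 2 up and 2 down with same-bin pairs left out, 3 up and 1 down with the replicate number as a block, 2 up and 0 down with 10 kb bins (10 fell at an unadjusted p under 0.05), 2 up and 0 down with at least 30 counts (14 at that unadjusted p), 25 up and 0 down with library size from chromosome 11 (4 at that unadjusted p), 1 up and 2 down with adjacent fragments left out, and 6 up and 5 down with each fragment pair counted once. Leaving out 1 replicate gave 0 up and 0 to 1 down. For *Mpg*, with 11 up and 13 down, there were 3 up and 7 down with same-bin pairs left out, 2 up and 15 down with DESeq2, 18 up and 13 down with 10 kb bins, 5 up and 9 down with 3 kb bins, 67 up and 3 down with library size from chromosome 11, 3 up and 11 down with adjacent fragments left out, and 19 up and 17 down with each fragment pair counted once. Leaving out 1 replicate gave 1 to 21 up and 2 to 15 down. Library size from chromosome 11 moved the median log2 fold change of all R2 bin pairs from 0.11 to 0.56.

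With the product of the bins' totals the mean ratio was below 1 for all 8 foci in both genotypes. Other windows were not compared under that product, so its neutral value is not known. Under quasi-independence, other windows had medians of 0.666 seen from R2 and 0.707 seen from *Mpg*, so 1 is not neutral there. Across settings, the ratio of contacts in D3839 to the expectation moved most. Over separation it was 12.4 for R2-R1-*Hba1/2*, 2.02 for R2-R1-*Mpg*/*Rhbdf1*, 2.20 for R2-*Hba1/2*-*Mpg*/*Rhbdf1*, 1.22 for R2-R4-*Hba1/2*, 2.02 for *Mpg*-R1-*Hba1/2*, 4.46 for *Mpg*-R1-*Rhbdf1*, 2.96 for *Mpg*-*Hba1/2*-*Rhbdf1* and 0.725 for *Mpg*-R1-R4. Against the product of the bins' totals, the first 7 were 0.603, 0.966, 0.342, 0.487, 0.466, 0.716 and 0.384 in this order. Against a local ring of bins they were 1.72, 1.01, 0.943, 0.971, 0.832, 1.01 and 0.751. Against quasi-independence, all 8 were 0.723, 1.59, 0.413, 0.656, 0.560, 1.28, 0.501 and 1.52. With counts corrected for restriction fragments they were 16.48, 2.64, 3.29, 2.84, 2.23, 7.45, 5.04 and 1.47. A radius of 1 kb gave 15.2 for R2-R1-*Hba1/2*, 2.46 for R2-R1-*Mpg*/*Rhbdf1*, 0.562 for R2-R4-*Hba1/2*, 1.59 for *Mpg*-R1-*Hba1/2*, 3.32 for *Mpg*-*Hba1/2*-*Rhbdf1* and 0 for *Mpg*-R1-R4.

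Corrected for restriction fragments, the rise downstream of *Mpg* was 5.47 percentage points in place of 2.70. Uncorrected, it ranged from 1.45 to 4.43 points with 1 replicate left out in turn. With a smoothing of 3 bins the mean SCC was 0.748 within WT, 0.910 within D3839 and 0.750 between them for R2, and 0.811, 0.912 and 0.788 for *Mpg*. With corrected counts it was 0.980 within D3839 for R2 and 0.984 for *Mpg*.

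Of the shares of single foci, 57 moved by more than the SD between replicates and 35 did not under the alternatives chosen after the data were seen, and 13 moved and 3 did not with the correction for restriction fragments. The circles were applied only to the foci for which the paper draws one. The edgeR fits were not run on corrected counts, which are no longer counts. The depth limits *Mpg*-R1-R4, which had 0 to 5 contacts in WT replicates and at most 14 in D3839 replicates, and whose difference did not pass the threshold.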

Differences from the paper's values

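The paper's shares of matrix contacts per focus were read by eye from the bar plots. For R2-R1-*Hba1/2* the paper shows about 2.8% in D3839 in Fig. 2c, and the value here was 1.71%. For R2-R1-*Mpg*/*Rhbdf1* it shows about 0.22% in WT and about 0.79% in D3839 in Fig. 2c, against 0.107% and 0.397% here. For *Mpg*-R1-*Hba1/2* it shows about 0.23% in WT and about 0.40% in D3839 in Fig. 3c, against 0.123% and 0.219% here. For *Mpg*-R1-*Rhbdf1* it shows about 0.23% in WT and about 0.73% in D3839 in Fig. 3c, against 0.121% and 0.329% here. For *Mpg*-*Hba1/2*-*Rhbdf1* it shows about 0.28% in WT and about 0.63% in D3839 in Fig. 3c, against 0.126% and 0.288% here.

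The one alternative for shares set before the data were examined corrects each bin pair for its number of restriction fragments, a correction the paper's methods state. With it, none of these shares differed by more than both the SD and 1.5 times: R2-R1-*Hba1/2* was 2.54% in D3839, R2-R1-*Mpg*/*Rhbdf1* 0.167% and 0.654%, *Mpg*-R1-*Hba1/2* 0.158% and 0.294%, *Mpg*-R1-*Rhbdf1* 0.162% and 0.622%, and *Mpg*-*Hba1/2*-*Rhbdf1* 0.291% and 0.548% (WT, then D3839). Of the settings chosen after seeing the values, a radius of 3 kb and leaving out same-bin pairs also brought all of these shares within that range. With a radius of 3 kb they were 3.19% for R2-R1-*Hba1/2* in D3839, 0.263% and 0.695% for R2-R1-*Mpg*/*Rhbdf1*, 0.225% and 0.445% for *Mpg*-R1-*Hba1/2*, 0.246% and 0.599% for *Mpg*-R1-*Rhbdf1*, and 0.199% and 0.629% for *Mpg*-*Hba1/2*-*Rhbdf1* (WT, then D3839). The circles drawn in the figures, also chosen for shares after seeing the values, did so for R2-R1-*Hba1/2* in D3839 (2.38%) and for R2-R1-*Mpg*/*Rhbdf1* in WT (0.167%), and not for the others. A radius of 1 kb, a disc of 2 kb and leaving out the viewpoint bin alone, also chosen after seeing the values, brought none of them within it.

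The paper describes a strong increase of *Mpg* interactions downstream of the gene. Here the share of reporter ends downstream rose by 2.70 percentage points, within the spread between replicates (exact permutation test, p = 0.3). That rise was 1.45 to 4.43 points with 1 replicate left out in turn. The ends from *Mpg* to R1 rose by 7.09 points and those from past R1 to past *Hba-2* by 5.94, with all D3839 replicates above all WT replicates (exact permutation test, p = 0.1 for each), while the ends past *Hba-2* fell by 10.3 points. The downstream share counts all of these ends, so that fall offsets the rises nearer to *Mpg*. Per chromosome 11 contact, *Mpg* contacts reaching across the deleted sites rose 1.45 times, with 3 of 3 D3839 replicates above all WT replicates (exact permutation test, p = 0.1). That rise cannot be told apart from an effect of the kit. With the correction for restriction fragments the rise of the downstream share was 5.47 points (exact permutation test, p = 0.1, the smallest that 3 against 3 allow). The paper describes a preference of *Mpg* for R4 when it meets R1, and the ratio of that focus to bin pairs of the same separation was 0.725 in D3839. With the paper's correction for restriction fragments it was 1.47, above 1 in 2 of 3 replicates, and 1.52 under quasi-independence, chosen after seeing the values, so this difference is not seen under those settings. The paper describes a tendency of the green R2 focus to increase, and its log2 fold change here was 0.10, with a sign that changed between alternatives, while its share with the correction was 2.06% in WT and 2.54% in D3839. The legend of Fig. 3c gives the increase of *Mpg*-R1-*Hba1/2* a P value under 0.05, and its adjusted p here was 0.15 from edgeR's quasi-likelihood test over 8 foci. With a radius of 3 kb, set before the data were examined, that adjusted p was 0.0212.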

Other observations

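The tests of ligation noise in the region's share and of gene copies seen from *Mpg* were chosen before their results were seen. The test of mutually exclusive contacts rests on quasi-independence, an expectation added after the data were seen. All other tests given here were chosen only after their results had been seen. The 6 samples of a viewpoint make 10 splits into groups of 3. Of these, 4 part all same-numbered replicates, as the real split does, while the other 6 part the samples of 1 number and keep those of the other 2 together. From *Mpg*, the 24 bin pairs past an adjusted p of 0.05 in edgeR's test were reached by 1 of the 4 splits, the real one, while the others gave 0. From R2, the 47 bin pairs with an unadjusted p under 0.05 were reached by 1 of the 4, the real one, while the others gave 8 to 15. The count of 0 R2 bin pairs past the adjusted threshold, beside 47 at an unadjusted p under 0.05, is reached by 4 of the 4 whatever they hold, since no count is below 0, and so tests nothing. The remaining 6 splits gave 0 to 1 for *Mpg* and 9 to 15 for R2 at the unadjusted p. So few splits cannot separate the grouping by genotype from a chance one. On simulated counts of these depths, edgeR recovered 29 of 40 bin pairs changed by a log2 of 2 for R2, all among the better covered ones.

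In D3839 a larger share of the chromosome 11 contacts lay in the 180 kb region than in WT, by 18.6 percentage points seen from R2. More random ligation in the WT libraries could lower their share. Contacts with both ends downstream of R2, which do not reach across the deleted sites, rose 1.18 times per chromosome 11 contact in 3 of 3 replicates, against 1.94 times for contacts reaching across them. From *Mpg*, contacts with both ends upstream rose 1.14 times, with 2 of 3 replicates above all WT replicates (exact permutation test, p = 0.2), against 1.45 times across the sites. Both viewpoints were captured in the same libraries. Noise that acts alike on both kinds of contact could therefore account for at most part of the rise seen from R2, and from *Mpg* the rise of contacts upstream was within the spread between replicates. The genotypes were also prepared with different kits, so the larger share cannot be told apart from an effect of the kit.

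Reporter ends past *Hba-2* seen with *Mpg* fell from 24.1% in WT to 13.7% in D3839, a change of -10.3 percentage points in 3 of 3 replicates. The paper does not report this fall. A rise elsewhere in the matrix could lower the share. Per chromosome 11 contact, contacts with both ends past *Hba-2* were 0.73 times as frequent (69.6 to 50.8 per 1000 contacts, exact permutation test, p = 0.1). The chromosome 11 total includes the matrix, so a rise there lowers this ratio too. Contacts with both ends outside the region also fell, from 44.0% of that total in WT to 31.4% in D3839. This test therefore does not set a rise elsewhere in the matrix aside. Neighbouring fragments that stayed joined were left out in another test, and the change was then -11.4 points. Ligation noise in WT was tested on contacts with both ends in the first 30 kb of the region, which were 0.798 times as frequent, with 2 of 3 D3839 replicates below all WT replicates (exact permutation test, p = 0.2). That test does not settle the point by itself, but random ligation that spreads WT contacts over the chromosome would lower the WT counts, which were the higher ones here. The fall cannot be told apart from an effect of the library kit, nor from a rise elsewhere in the matrix. A candidate explanation in the biology, not tested, is that *Mpg* loses distal contacts as it gains contacts inside the extended domain. The share of ends past *Hba-2* also fell seen from R2, from 10.4% in WT to 7.53% in D3839 (exact permutation test, p = 0.1). A fall in share is thus seen from both viewpoints. Seen from R2 it was not scaled by chromosome 11 contacts, so whether a fall in contacts is particular to *Mpg* stays open.

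Contacts between the windows of *Hba-1* and *Hba-2* may include reads of near-identical sequence placed in the wrong copy. On fragment pairs sharing at least 50% of their 15 bp words, contacts were 2.26 times the number predicted from fragment totals seen from R2 and 2.16 times seen from *Mpg*, averaged over the 6 samples of each. They were 14.6% to 30.8% of the contacts between the windows. Alike fragments also sit at matching places of both genes, so this excess cannot be told apart from contacts between the promoters themselves.

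If contacts of the enhancers or of *Mpg* with different promoters were mutually exclusive, they would be fewer than the promoters' separate contacts predict. Under quasi-independence of bins at least 10 kb apart, R2-*Hba1/2*-*Mpg*/*Rhbdf1* in D3839 was 0.413 times the prediction and *Mpg*-*Hba1/2*-*Rhbdf1* 0.501 times, each below 1 in 3 of 3 replicates. A general loss of contacts with separation could give such ratios. The other windows of the same separation had a median ratio of 0.666 seen from R2 and 0.707 seen from *Mpg*, so they were below 1 as well, and both foci lay below that median in each replicate. From 11 to 19 of 76 windows seen from R2 and 27 to 33 of 94 seen from *Mpg* had lower ratios than the focus, so neither focus was extreme. Over bin pairs of the same separation, the same foci were above 1, at 2.20 and 2.96. Since other windows were also below 1 under quasi-independence, a ratio below 1 does not by itself show exclusion, and whether the promoters exclude one another on an allele stays open in these data.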
